A study of Mus musculus with 12 samples. Its data were reported in "GSDMD-dependent neutrophil extracellular traps promote macrophage-to-myofibroblast transition and renal fibrosis in obstructive nephropathy" (2022).

How the data were processed

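Droplet-based single-cell RNA sequencing had been done on kidney cells of 12 mouse libraries, 2 for each of 6 groups (Control, CP, FA, IRI, SO and UUO). Per the methods of the study, the authors used 10x Chromium 3' chemistry and counted UMIs per cell with Cell Ranger, then processed the counts with Seurat. The genome build and the annotation behind the gene symbols are not stated, so genes are given by symbol only. The authors deposited 2 tables, one of Control cells and one of injury model cells, with values on a natural log scale, ln of 1 plus the UMI count per 10000 UMIs of the cell. This scale was tested on both tables. The back-transformed values summed to 10000 in each of the 7633 and 73750 cells, and all 135406145 values above 0 were whole multiples of one UMI within 0.01, so the UMIs of every cell could be recovered. Cells whose barcode occurred in 2 libraries were compared, and none of these pairs was identical. Cells with different barcodes were not compared.

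The tables list 16553 and 22982 genes. The 16476 genes in both were used, and each cell was rescaled to its UMIs in those genes, because the authors normalized and filtered the tables separately. The 77 genes only in the Control table held 0.0149% of its UMIs and the 6506 genes only in the injury table held 0.563%, and neither set was compared between Control and injury. Groups and replicates were taken from the cell names and the labels. The prefix of the UUO cells is not spelled out in the labels, and those 2 libraries were assigned to UUO by elimination. The labels call all animals male.

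The cell filter of the study was applied again: 500 to 4000 genes, 500 to 15000 UMIs, a ratio of log10 genes to log10 UMIs over 0.8, and at most 30% mitochondrial UMIs. The deposited cells numbered 3951 and 3682 in the Control libraries, 5714 and 5356 in CP, 8647 and 9311 in FA, 3934 and 9126 in IRI, 5391 and 7651 in SO, and 12462 and 6158 in UUO. Their total UMIs were 16891307 and 16029145 in Control, 27171455 and 25420701 in CP, 40846912 and 37631125 in FA, 16866215 and 35513141 in IRI, 25261498 and 35570919 in SO, and 35469904 and 27718282 in UUO. The precision of a level is set by the UMIs of the cell type. In Control, proximal tubule-like cells held 22216064 UMIs, macrophage-like cells 1076245 and the 34 neutrophil-like cells 53600, where 3 UMIs in the group correspond to 56.0 CPM, with 100 CPM standing for 1 UMI per 10000.

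Cells were clustered with scanpy 1.11.5 on 2000 variable genes, 30 principal components and 20 nearest neighbours by the Leiden method (leidenalg 0.10.2, resolution 1, seed 1). The 33 genes of the NETs list and of the single-gene comparisons that the tables hold were left out of the clustering, and the other genes of the list for the transition of macrophages were not. Clusters were named from 22 marker lists written before the data were examined, as were the comparisons, the gene lists for NETs and for the transition of macrophages to myofibroblasts, the tests and most of the alternatives. A cluster took a name when at least 3 markers of a list stood among its 100 leading genes (fold over all other cells, detected in at least 20% of its cells) and no other list had as many there or more among its 10 leading genes. The number of 100 and the use of the 10 leading genes were set after the first cluster tables were seen, in place of a smaller number of leading genes. Other clusters stayed unnamed and counted only in the denominators of shares. Scrublet called 178 of 81383 cells doublets (0.219%), too few to act as a filter. In its alternative, the 5299 cells with the highest scores (6.51%) were left out, a share chosen after that count was seen.

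For each library and cell type with at least 10 cells, back-transformed values were averaged, scaled to CPM, and entered as log2 of the mean plus 10 into limma 3.58.1 (R 4.3.3) with a trend and robust empirical Bayes. The tests had been planned for UMI counts. Since the files hold normalized values, the version planned for that case was run. All 6 groups were in one fit with group as the only term (6 residual degrees of freedom), and each model was compared with Control. Genes were tested where the mean was at least 10 CPM in at least 2 libraries, a filter chosen after the files were seen. P values were adjusted by Benjamini-Hochberg over all genes tested in a cell type. Gene lists were tested with camera (preset correlation 0.01, and an estimated one) and fry. Differences between models were tested as contrasts of the same fit. Cell type shares were compared by limma on logit shares over the 16 named types. Where a fit left a group with 1 library, that library was assumed to vary like the other groups.

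Genes named in the text were chosen by a rule. They are Gsdmd, Casp4, Casp1, Tnf, Il1b, Tgfb1 and Acta2, members of the 2 lists with an adjusted p under 0.05, and in each of the 3 types the 5 largest rises and 5 largest falls in UUO. The latter needed an adjusted p under 0.05, a mean of at least 50 CPM in a group, and every UUO library on the same side of every Control library. Mitochondrial, ribosomal, haemoglobin and predicted genes were not named, and 2 genes that met the rule in neutrophil-like cells are not described. A gene with no UMI in a group was set against a floor of 3 counts over the group and given as "at least" a fold. With 1 to 3 UMIs, a pooled ratio with its 95% interval (exact binomial, Clopper-Pearson) is given. These floors and intervals cover counting error only. Shares of cells with an Acta2 UMI were taken after thinning each cell to 1000 UMIs.

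The fits were tested on simulated data built from these libraries, with 200 genes changed in 5 runs and no change in 20. The changed genes had a mean of at least 50 CPM over the libraries, so the rates do not cover lower genes. Simulated neutrophil-like cells were drawn from the larger libraries, so none came from Control. In proximal tubule-like cells 85% of 4-fold and 22% of 2-fold changes were called, in macrophage-like cells 75% and 13.8%, and in neutrophil-like cells 20.8% and 2.2%. False calls made up 2.24%, 4.55% and 78.6%. Groups without a change gave means of 0.05, 0 and 26 calls in UUO.

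The alternatives chosen before the data were seen were quantile normalization, no filter on low values, pseudocounts of 1 and 50 CPM, each library left out in turn, the replicate number as a block, a fit of the compared groups only, every deposited cell, a Leiden resolution of 0.5, doublets left out, at least 30 cells per library and type, and macrophage-like and monocyte-like cells together. For shares they were the arcsine square root and denominators of immune or non-immune cells. Alternatives chosen after seeing the data were the sex of the library as a term, for shares the unnamed clusters taken into the type of their leading list (where no other list had as many leading markers), macrophage-like cells with monocyte-like cells and 2 mixed clusters, the non-cycling macrophage-like cluster alone, equal cell numbers per library (119 proximal tubule-like, 42 macrophage-like and 15 neutrophil-like cells, median of 20 draws), and the mitochondrial genes and 100 most abundant Control tubule genes left out before scaling. Trajectories and ligand-receptor pairs were not analysed here. Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and matplotlib 3.10.9.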

Results

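Single-cell RNA sequencing was carried out on kidneys of C57BL/6 mice in 6 groups of 2 libraries. The groups were an uninjured Control and 5 models of acute kidney injury. The models were cisplatin (CP), folic acid (FA), ischemia reperfusion injury (IRI), sodium oxalate (SO) and unilateral ureteral obstruction (UUO), in which the ureter of one kidney is tied off. The deposited tables held 7633 Control cells and 73750 cells of the injury models. The total count of unique molecular identifiers (UMIs) ran from 16029145 in Control replicate 2 to 40846912 in FA replicate 1, and the median per cell from 2142 in UUO replicate 1 to 4072 in CP replicate 2. After the study's stated cell filter, 79091 of 81383 cells (97.2%) were kept. Control held 3700 and 3508 of them, CP 5500 and 5101, FA 8579 and 9213, IRI 3798 and 8621, SO 5262 and 7532, and UUO 12170 and 6107. The UUO columns carry a code that the labels do not spell out and were assigned because no other group was left for them. The labels give no time after obstruction, so no time points were compared. All Control cells lie in one table and all injury cells in another, normalized separately, so the table and the injury cannot be told apart in any comparison with Control. Comparisons between models lie within 1 table. CP replicate 2 and IRI replicate 1 held UMIs of Xist and none of the Y-linked genes, and the other 10 libraries held UMIs of Y-linked genes.

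Clustering gave 41 clusters, of which 27 received 1 of 16 cell type names from marker lists. The other 14 clusters, with 18250 cells (23.1%), stayed unnamed, because fewer than 3 markers of any list led them or because another list had as many leading markers or more among the 10 leading genes. Their share was 3.30% and 2.88% in the Control libraries, 23.0% and 67.7% in CP, 29.4% and 22.6% in FA, 16.8% and 26.8% in IRI, 10.21% and 11.02% in SO, and 24.6% and 23.0% in UUO. Named cells are called T cell-like, macrophage-like and so on, since the names rest on transcripts alone. Levels of a gene are given in CPM, which is 100 times the UMIs per 10000 UMIs of a cell averaged over the cells of that type, as mean ± SD over the 2 libraries of a group. All adjusted p values are from limma. With 2 libraries against 2, an exact permutation test of a single value cannot give a p below 0.333.

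The first comparison asked which cell types gained or lost share of the kidney after obstruction. Of 16 types, 4 differed between UUO and Control by limma on logit shares. T cell-like cells made up 28.8 ± 0.0270% of cells in UUO and 1.18 ± 0.544% in Control (n = 2 each), a difference of 3.56 on the logit scale (SE 0.65, adjusted p 0.00134). This share leaves out an unnamed cluster led by 7 T cell markers, which held 1.80 ± 0.246% of cells in Control and 2.89 ± 1.93% in UUO. With unnamed clusters taken into the type of their leading list, T cell-like cells made up 2.98 ± 0.790% in Control and 31.65 ± 1.90% in UUO (logit difference 2.73, adjusted p 0.00670), and the same 4 types differed. Dendritic cell-like cells rose from 0.459 ± 0.0369% to 6.24 ± 1.59% (logit difference 2.63, SE 0.69, adjusted p 0.0104). Proximal tubule-like cells fell from 66.8 ± 2.89% to 5.41 ± 2.95% (logit difference −3.64, SE 0.89, adjusted p 0.00926). Distal convoluted tubule-like cells fell from 8.05 ± 2.64% to 0.969 ± 1.00% (logit difference −2.53, SE 0.74, adjusted p 0.0172). Both UUO libraries lay on the same side of both Control libraries for each of these types. The T cell-like share stayed past 0.05 without any 1 of the 4 libraries, with logit differences of 3.22 to 3.90 (highest adjusted p 0.0474). Without Control replicate 1, Control replicate 2 or UUO replicate 2 it was the only type past the threshold. The adjusted p was then 0.0502, 0.0587 and 0.0781 for proximal tubule-like cells, 0.0931, 0.0587 and 0.0632 for dendritic cell-like cells, and 0.159, 0.0587 and 0.257 for distal convoluted tubule-like cells. Without UUO replicate 1 the count was 6. Every fit takes its spread from all 12 libraries, so a library of another group counts as well, and without IRI replicate 1 or IRI replicate 2 the count was 8. It was 8 with the sex of the library as a term too. With immune cells as denominator the dendritic cell-like share lost its call (adjusted p 0.300), and with non-immune cells the proximal tubule-like (0.127) and distal convoluted tubule-like (0.576) shares lost theirs.

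Neutrophil-like cells made up 4.64 ± 4.39% of cells in UUO and 0.474 ± 0.0963% in Control, which was not past the threshold (logit difference 2.01, limma adjusted p 0.0676). Without UUO replicate 1 the difference was 2.85 (adjusted p 0.0408). Macrophage-like cells made up 6.71 ± 0.470% in UUO and 4.77 ± 0.0164% in Control (logit difference 0.36, adjusted p 0.670). This share leaves out 2 unnamed clusters with leading markers of both macrophages and monocytes, which held 13.99 ± 3.95% and 2.27 ± 2.38% of cells in UUO and 0.308 ± 0.129% and 0.0278 ± 0.00105% in Control, so it is not the share of all macrophages. With the larger one taken in, the share was 5.08 ± 0.113% in Control and 20.7 ± 3.48% in UUO (logit difference 1.58, adjusted p 0.0642). With immune cells alone as denominator the macrophage-like share was lower in UUO (logit difference −1.91, adjusted p 0.0341, against a range of 0.0341 to 0.850 over its alternatives), and those clusters are not in that denominator. In simulated shares with the spread of these libraries, neutrophil-like and macrophage-like cells alone were raised 8-fold in UUO before rescaling to the whole. Their change of share was thus smaller than 8-fold, and 18% of these changes were recovered. A mean of 0.12 types was called over 50 runs without a change. The tests can therefore miss a large change of share at this number of libraries.

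**Figure D1:**
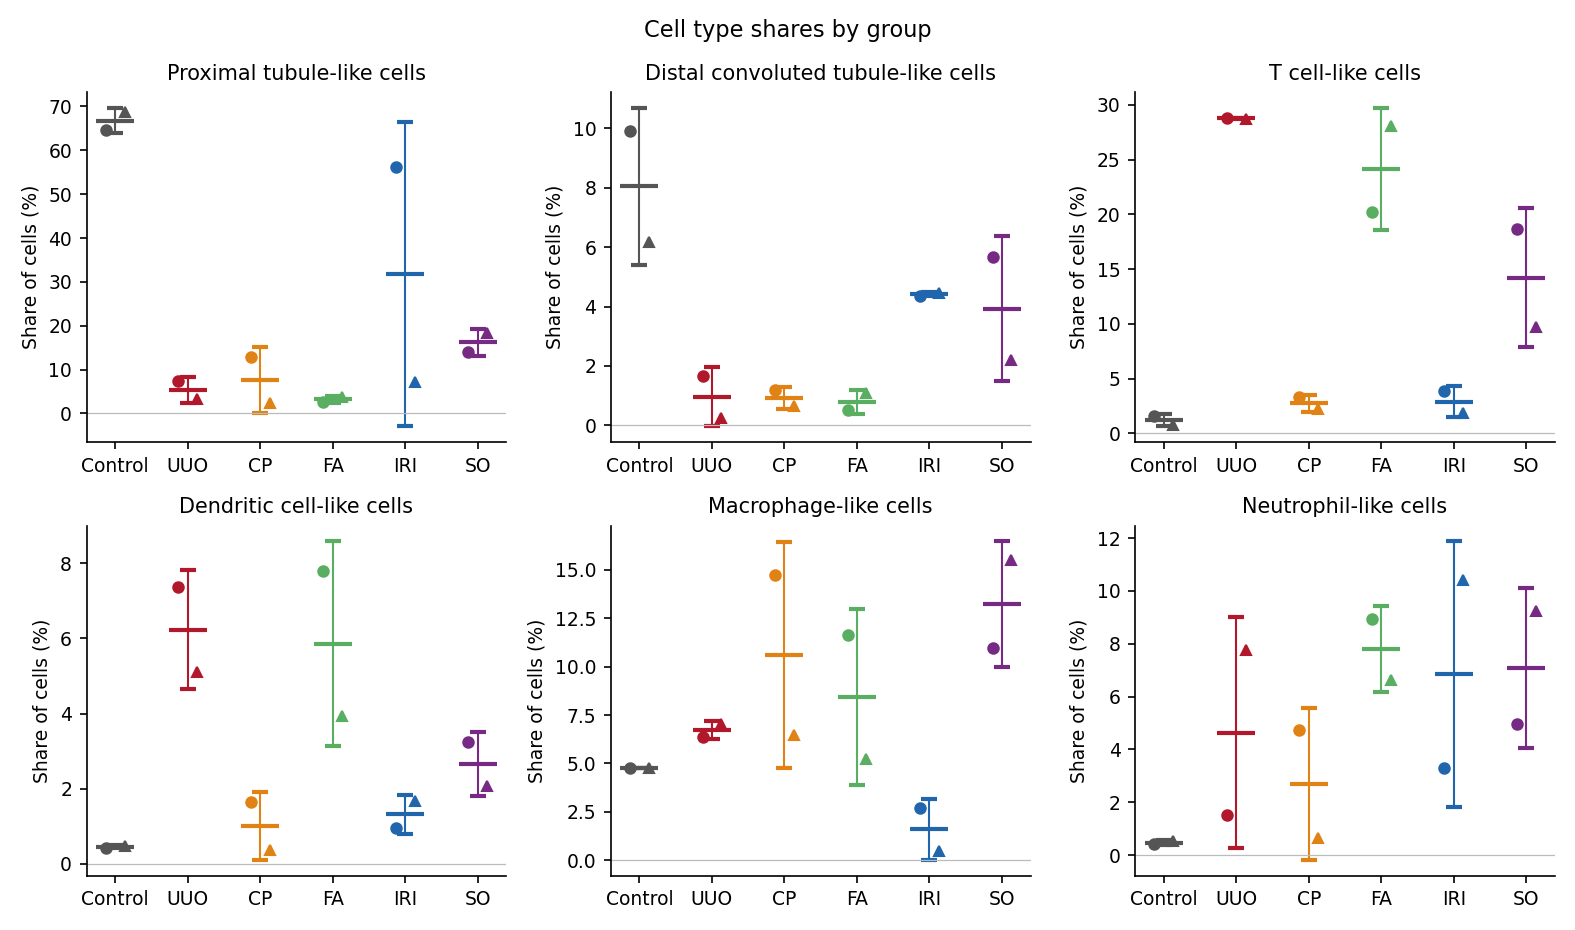
Share of cells (%) of 6 cell types in each of the 12 libraries by group, with circles for replicate 1, triangles for replicate 2, bars at the mean and whiskers of 1 SD. Proximal tubule-like cells made up 66.8% of Control cells and 5.41% of UUO cells, and T cell-like cells 1.18% and 28.8%.

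The same comparison was made for the other 4 models. In CP, 3 types differed from Control, in FA 7, in SO 4 and in IRI 0, where 1 type, the neutrophil-like cells, had an unadjusted limma p under 0.05 (0.00759). T cell-like cells rose to 24.2 ± 5.56% in FA (logit difference 3.31, adjusted p 0.00267) and to 14.2 ± 6.33% in SO (2.62, adjusted p 0.0199). Proximal tubule-like cells fell to 3.25 ± 0.838% in FA (logit difference −4.11, adjusted p 0.00340) and to 7.64 ± 7.50% in CP (−3.52, adjusted p 0.0241). An unnamed cluster with 2 leading proximal tubule markers held 10.72 ± 12.59% of cells in CP and 0.0683 ± 0.0563% in Control. Another, with 2 leading injured tubule markers and 1 of proximal tubule, held 14.48 ± 5.87% and 0.01425 ± 0.0202%. A further unnamed cluster of 1412 cells came mostly (79.25%) from CP replicate 2. Slc13a1 is among its 10 leading genes and among those of a proximal tubule-like cluster. Proximal tubule-like and unnamed cells made up 2.33% and 67.7% of CP replicate 2, and 12.95% and 22.95% of CP replicate 1. The CP value is thus not the share of all proximal tubule cells, and part or most of its fall may lie in the naming. Neutrophil-like cells rose to 7.79 ± 1.63% in FA (2.85, adjusted p 0.0154) and to 7.10 ± 3.03% in SO (2.71, adjusted p 0.0256). Podocyte-like cells made up 0.615 ± 0.219% of Control cells, 0.0233 ± 0.0330% in FA (−3.59, adjusted p 0.0156) and 0.0190 ± 0.0269% in SO (−3.54, adjusted p 0.0256). The other differences were lower distal convoluted tubule-like shares in CP and FA, a higher myofibroblast-like or pericyte-like share in CP, higher dendritic cell-like and monocyte-like shares in FA and a higher endothelial-like share in SO. The count of 14 fell to 2 without either Control library, to 9 without FA replicate 1, to 7 without SO replicate 1 and to 8 without SO replicate 2, and was 22 without IRI replicate 1. The T cell-like and proximal tubule-like shares of FA kept their calls without any 1 of their 4 libraries (adjusted p 0.0173 to 0.0414 and 0.0215 to 0.0414). Each of the other 12 lost its call without at least 1 library of its own comparison, for example with an adjusted p of 0.154 for podocyte-like cells without FA replicate 2 and 0.193 without SO replicate 2.

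Gsdmd, the gene of the pore-forming protein gasdermin D, was examined next, to learn whether obstruction raised its transcript in neutrophils and macrophages. In neutrophil-like cells its level was 34.3 ± 7.81 CPM in Control and 76.4 ± 24.5 in UUO (n = 2 each), a log2 change of 0.95 (SE 0.59) that was not past the threshold in limma (adjusted p 0.289). The 34 neutrophil-like cells of Control held 2 Gsdmd UMIs among 53600, and those of UUO 99 among 1498389. The pooled ratio was 1.77 with a 95% counting interval of 0.477 to 14.8, so a change was not detectable at this depth. The alternative that moved the value most was a pseudocount of 50 CPM, with a log2 change of 0.57. The median log2 change of all genes in these cells was 0.70, and 0.03 with equal cell numbers per library, where Gsdmd stood at 0.76 (adjusted p 0.861). In macrophage-like cells Gsdmd stood at 50.8 ± 5.08 CPM in Control and 63.4 ± 3.83 in UUO (log2 change 0.27, SE 0.27, adjusted p 0.470). That value lay below the median of all genes (0.47) and turned negative under quantile normalization (−0.24) and in the non-cycling macrophage cluster alone (−0.22). None of the 8 tests of Gsdmd in these types in CP, FA, IRI and SO was past the threshold in limma, and none had an unadjusted p under 0.05 (log2 changes −0.05 to 0.52).

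Over all libraries the mean level of Gsdmd was highest in monocyte-like cells (107 ± 35.5 CPM, 9 libraries) and dendritic cell-like cells (72.6 ± 21.2, n = 12 libraries) among the 16 types. It was 59.1 ± 11.5 in macrophage-like cells, 46.3 ± 20.6 in neutrophil-like cells, 41.9 ± 13.2 in endothelial-like cells, 40.2 ± 17.9 in NK cell-like cells and 35.3 ± 11.3 in T cell-like cells. In proximal tubule-like cells the mean was 2.51 ± 2.45. These cells held 3 Gsdmd UMIs in Control and 28 in UUO, a pooled ratio of 42.4 (95% counting interval 13.1 to 218) that covers counting error only, and the gene lay under the expression filter there and was not tested. Transcripts of leukocytes were also higher in proximal tubule-like cells of UUO than in those of CP, by a median log2 difference of 1.47 over 6 genes.

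**Figure D2:**
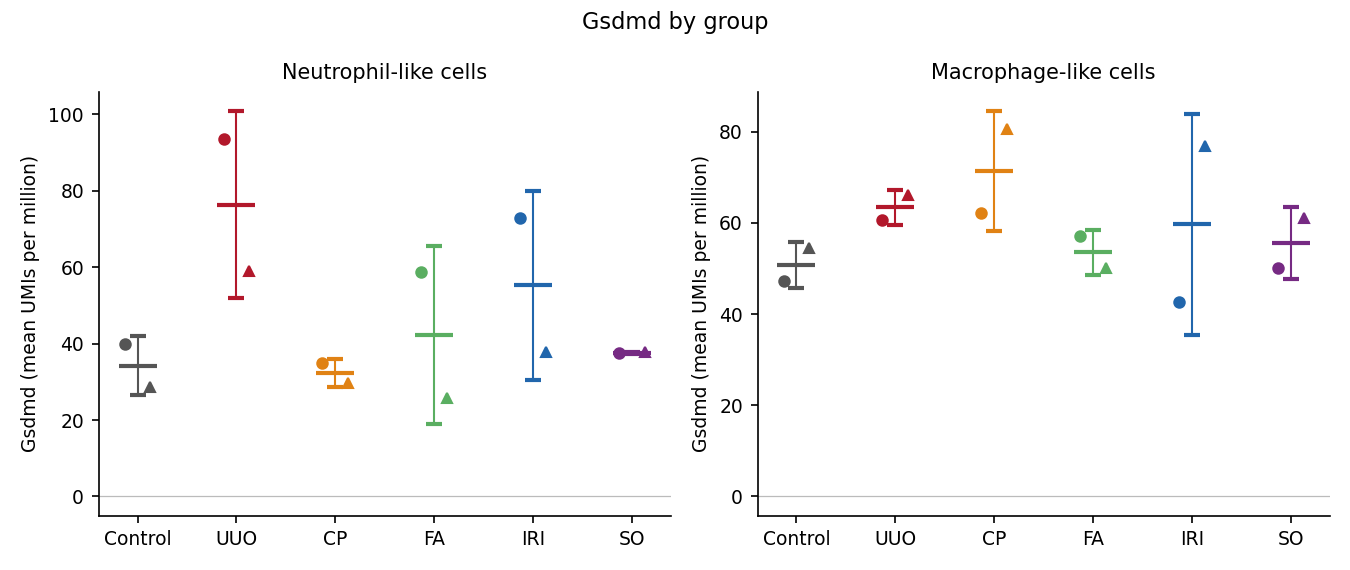
Level of Gsdmd (CPM) in neutrophil-like and macrophage-like cells of each library by group, with circles for replicate 1, triangles for replicate 2, bars at the mean and whiskers of 1 SD. Neutrophil-like cells averaged 34.3 in Control and 76.4 in UUO, and macrophage-like cells 50.8 and 63.4.

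The cytokine genes Tnf and Il1b were compared in the same types, to learn whether obstruction raised them in myeloid cells. Of the 4 tests between UUO and Control, 1 was past the threshold in limma, and it was a decrease. Il1b in macrophage-like cells fell from 3828 ± 1289 to 595 ± 274 CPM (log2 change −2.70, SE 0.68, adjusted p 0.0183), lower in both UUO libraries than in both Control libraries. Its call was lost without Control replicate 2 (log2 change −2.35, adjusted p 0.0864) and without UUO replicate 1 (−2.22, adjusted p 0.131), and the change moved most, to −1.76, when monocyte-like cells and mixed clusters were added (adjusted p 0.308). It was also lost with monocyte-like cells alone added (0.148) and with equal cell numbers (0.165). In the same cells a list of immediate early and heat shock genes, which dissociation of tissue can raise, had a median log2 change of −1.54. Tnf in macrophage-like cells was 645 ± 103 in Control and 289 ± 26.4 in UUO (log2 change −1.13, SE 0.48, adjusted p 0.0986). In neutrophil-like cells the log2 change was 0.71 (SE 0.86, adjusted p 0.604) for Tnf and 0.59 (SE 0.66, adjusted p 0.573) for Il1b, both within the spread between libraries and near the median of all genes. Il1b is among the 10 leading genes of 1 of the neutrophil-like clusters, although it was left out of the clustering. Of the 872 cells of that cluster, 95.18% came from IRI replicate 2 and 1.491% from Control. In the other neutrophil-like cluster, of 3474 cells, 0.6045% came from Control. No neutrophil-like cluster was tested alone, so another mix of clusters stays open for Tnf and Il1b in these cells. In macrophage-like cells of the other models, the log2 change of Il1b against Control was −4.93 in FA (adjusted p 0.000735), −3.38 in SO (0.00634), −2.82 in IRI (0.0160) and −0.23 in CP (0.875). The IRI call was lost without Control replicate 2 (adjusted p 0.0820) or IRI replicate 1 (0.116), and the FA and SO calls were kept without any 1 of their libraries. Against Control, Tnf in macrophage-like cells fell by 3.32 on the log2 scale in FA (adjusted p 0.000661), by 2.52 in SO (0.00402) and by 1.91 in IRI (0.0163). The IRI call of Tnf was lost without Control replicate 1 (0.0544), Control replicate 2 (0.0914) or IRI replicate 1 (0.0769).

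**Figure D3:**
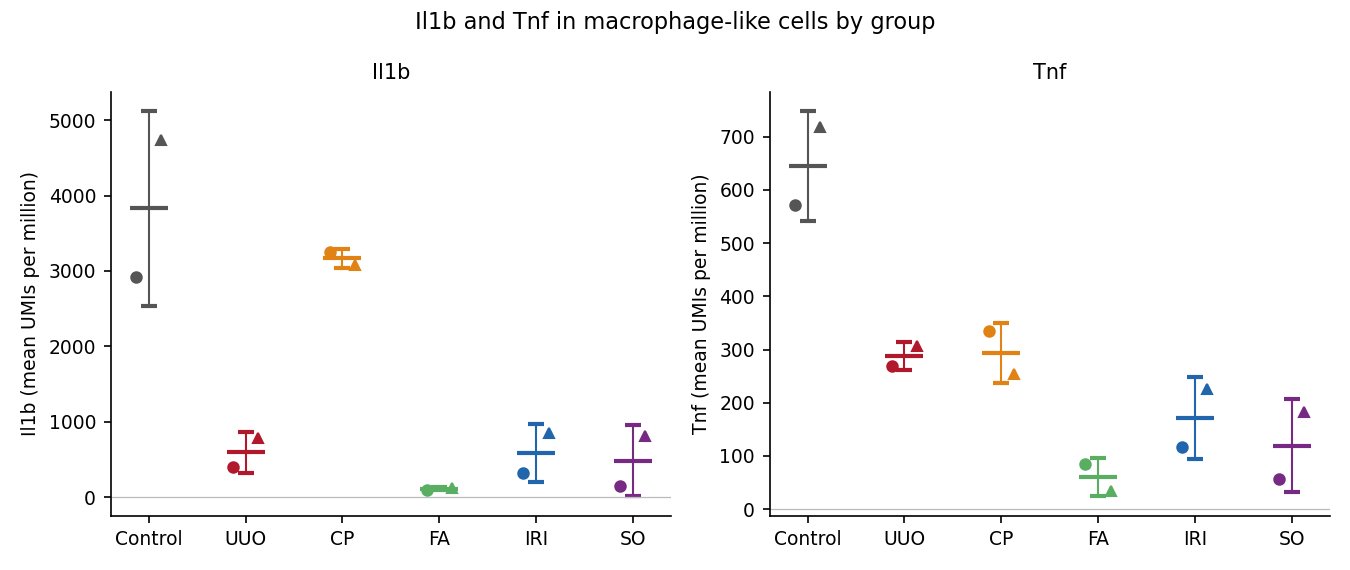
Levels of Il1b and Tnf (CPM) in macrophage-like cells of each library by group, with circles for replicate 1, triangles for replicate 2, bars at the mean and whiskers of 1 SD. Il1b averaged 3828 in Control, 595 in UUO and 113 in FA.

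Casp4, which encodes the mouse caspase-11, and Casp1 were compared because their proteins cleave gasdermin D. None of the 4 tests of UUO against Control was past the threshold in limma, and 1 had an unadjusted p under 0.05, Casp1 in neutrophil-like cells (p 0.0287, adjusted p 0.116). That gene had 0 UMIs in the Control neutrophil-like cells and 51 in those of UUO, and no fold change can be given at the depth of 53600 UMIs. Casp4 changed by −0.68 (SE 0.43, adjusted p 0.249) in macrophage-like cells and by −0.02 (SE 0.56, adjusted p 0.987) in neutrophil-like cells. Casp1 changed by 0.01 (SE 0.30, adjusted p 0.986) in macrophage-like cells. The signs of the last pair changed with the setting, Casp1 to −0.51 under quantile normalization and Casp4 in neutrophil-like cells to 0.24 with equal cell numbers. In the other models Casp4 in macrophage-like cells was lower than in Control in FA (−2.40, adjusted p 0.00178), SO (−1.97, 0.00715) and IRI (−1.49, 0.0279). The FA call was kept without any 1 of its libraries. The SO call was lost without Control replicate 2 (0.0548) or SO replicate 1 (0.0791), and the IRI call without Control replicate 2 (0.202) or IRI replicate 1 (0.0791).

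Genes tied to neutrophil extracellular traps (NETs) were tested as a list of 34 genes, of which 25 passed the filter in neutrophil-like cells. Genes of the list that only the injury table holds, including some with 16026 and 7035 UMIs there, could not be compared with Control. They were left out for that reason and not by the filter. The median log2 change of the 25 tested genes in UUO was 0.33 and their mean 0.30, with 15 above 0, both below the median of all genes (0.70). The set test camera gave a direction of down (p 0.204 with its preset correlation, 0.433 with the estimated one) and fry a direction of up (p 0.0772). With the 3 genes that had no Control UMI at their bounds, the median was 0.0031. The list's median moved most with equal cell numbers per library, to −0.03. In limma 1 gene of the list was past the threshold, and it is not described here. Without 1 library of the compared groups the list's median ran from 0.0017 (without UUO replicate 2) to 0.44 (without Control replicate 1). In macrophage-like cells the same list had a median of 0.73 (camera p 0.0523, fry p 3.13e-06, 12 genes called higher), and in proximal tubule-like cells 0.55 (camera p 0.0140, fry p 0.00182, 2 called higher).

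Genes tied to the transition of macrophages to myofibroblasts were tested as a list of 13, of which 9 passed the filter in macrophage-like cells. Their median log2 change in UUO was 0.35 and their mean 0.69, against 0.47 for all genes, with 7 above 0. The camera test gave a p of 0.761 (0.820 with the estimated correlation), and fry gave a p of 0.0179, both with a direction of up. Under quantile normalization the median was −0.03, and without 1 library it ran from 0.34 to 0.61. It moved most, to 1.36, in a fit of UUO and Control alone, where 7 genes of the list were tested. The call by fry in this list was thus not shared by camera. In limma 4 genes were past the threshold over all genes, and 4 adjusted over the list alone. Acta2, the gene of α-smooth muscle actin, rose from 2.09 ± 2.96 to 29.1 ± 17.3 CPM (log2 change 1.64, SE 0.37, adjusted p 0.00937). It rested on 2 UMIs in Control and 111 in UUO, a pooled ratio of 9.20 (95% counting interval 2.49 to 76.9), and lost its call without Control replicate 2 (0.0625) or UUO replicate 2 (0.0762), and with equal cell numbers (0.139). Fn1 had 1 UMI in Control and 163 in UUO (ratio 27.0, interval 4.78 to 1074, adjusted p 0.0157), and its adjusted p ran from 0.0609 to 0.0969 without each of the 4 libraries and was 0.189 with a pseudocount of 50 CPM, 0.112 with monocyte-like cells and 0.332 with equal cell numbers. Tagln had a log2 change of 1.36 (adjusted p 0.0313) and lost its call without Control replicate 2 (0.193), UUO replicate 1 (0.127), UUO replicate 2 (0.124) or CP replicate 1 (0.05005), and in 7 other alternatives (0.0649 to 0.335). Vim had a log2 change of 1.41 (adjusted p 0.0496), lost its call without each of the 4 libraries (0.0724 to 0.253) and each library of CP, FA and SO (0.0634 to 0.0716) and in 11 other alternatives (0.0546 to 0.167), and stood at −0.04 in the non-cycling cluster alone. The same list had a median of 0.70 in proximal tubule-like cells (camera p 0.00460, fry p 0.000421, 3 called higher) and 0.78 in neutrophil-like cells (camera p 0.714, fry p 0.0291, 0 called higher). The macrophage-like cells tested leave out the unnamed clusters with leading markers of both macrophages and monocytes. Fn1 is the first leading gene of such a cluster, of 4605 cells. Macrophage-like cells made up 6.71% of UUO cells, and 20.7% with the other such cluster taken in. The list result thus does not describe all macrophages of UUO.

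The share of macrophage-like cells with an Acta2 UMI was compared after each cell was thinned to 1000 UMIs. It was 0.284 ± 0.402% in Control and 2.56 ± 1.71% in UUO (n = 2 each), with 3 and 41 cells left out for having fewer UMIs. Without 1 library the UUO value was 1.35% or 3.77%. T cell-like cells, which should lack the transcript, had a share of 1.10 ± 0.411% in UUO, and B cell-like cells 1.32 ± 0.884%. Their shares in Control were 0% and 0.909%. The UUO libraries of T cell-like and B cell-like cells ran from 0.692% to 1.94%, so 1 macrophage-like library lay among them and the other above. The macrophage-like share was also above both backgrounds in FA (1.35% against 0.320% and 0%) and SO (1.84% against 0.104% and 0%), between them in CP (0.623% against 0.294% and 1.67%) and below them in IRI (0% against 1.56% and 2.22%). These differences were not tested, and expression of Acta2 in macrophages is left open. In cells named myofibroblast-like or pericyte-like the share in UUO was 93.9%. Before thinning, the macrophage-like share was 8.51 ± 8.03% in UUO, with median depths of 4668 and 7364 UMIs per cell in the UUO libraries against 1553 and 2771 for T cell-like cells. Neutrophil-like cells had unthinned shares of 9.09% and 12.3% in the UUO libraries. Their Acta2 level was 69.0 ± 19.3 CPM in UUO and 85.9 ± 14.5 in Control (4 UMIs), against 29.1 in macrophage-like cells of UUO. The other immune types had 2.96 to 25.2 CPM in UUO. T cell-like and B cell-like cells are thus not the highest background.

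**Figure D4:**
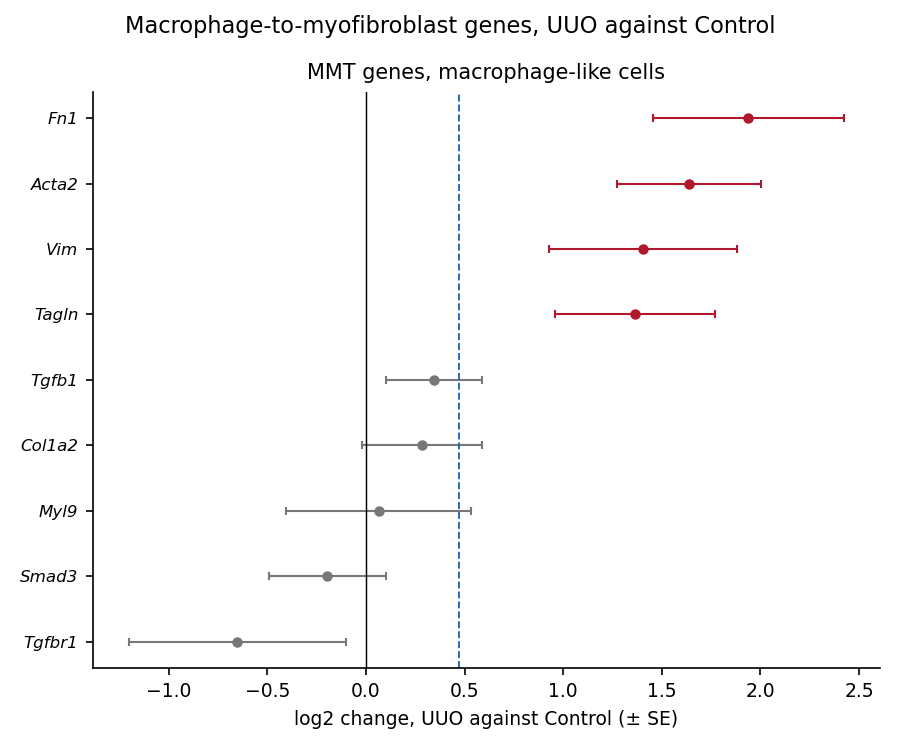
Log2 change (UUO against Control, with its SE) of the tested macrophage-to-myofibroblast genes in macrophage-like cells, in red where the limma adjusted p was under 0.05. The dashed line marks the median of all genes (0.47), and 4 of the 9 genes were past the threshold.

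Genes changed between UUO and Control were then counted over all genes tested in 3 cell types. In proximal tubule-like cells 668 of 9823 genes were higher and 130 lower at a limma adjusted p under 0.05. The median log2 change of all genes was 0.24, and quantile normalization, which brought it to −0.01, gave 246 higher and 211 lower. The count of 798 fell to 110 and 99 without Control replicate 1 or 2, to 215 and 129 without UUO replicate 1 or 2, and to 512 and 511 without SO replicate 1 or 2. Of simulated 4-fold changes in genes with a mean of at least 50 CPM, 85% were recovered, and of 2-fold changes 22%. Adamts1 rose from 22.4 ± 0.0440 to 309 ± 4.66 CPM (log2 change 3.30, SE 0.30, adjusted p 6.62e-05), and Acaa2 fell from 461 ± 36.5 to 105 ± 28.1 (log2 change −2.06, SE 0.34, adjusted p 0.00260). These calls were kept in all 17 alternatives run. Spp1 rose from 892 ± 121 to 18780 ± 3779 (log2 change 4.37, adjusted p 0.0476) and Cp from 0.890 ± 0.0226 to 414 ± 132 (5.25, adjusted p 0.0258). Car14 fell from 174 ± 41.1 to 29.3 ± 6.05 (−2.22, adjusted p 0.0301). Klk1 was lower in UUO, with 1760 UMIs in Control and 2 in UUO (pooled ratio 194, 95% counting interval 53.6 to 1601, adjusted p 0.0125). Without 1 of the 4 libraries the adjusted p was 0.162 to 0.259 for Spp1, 0.0883 to 0.177 for Cp, 0.0964 to 0.169 for Car14 and 0.0668 to 0.122 for Klk1, so none of these kept its call. Other alternatives in which calls were lost numbered 6 for Spp1 (0.0534 to 0.103), 1 for Cp (0.0546), 2 for Car14 (0.0505 and 0.0816) and 2 for Klk1 (0.0525 and 0.161). Without SO replicate 1 or 2, the calls of Spp1 (0.0824, 0.0822) and Car14 (0.0531, 0.0528) were lost as well. Cp and Adamts1 are also among the 10 leading genes of the injured tubule-like cluster. C3, Ugt2b37, Ttr and Spp2 met the same rule and are not described further, because they are among the 10 leading genes of proximal tubule-like clusters. Tgfb1 rose from 2.45 ± 0.670 to 16.5 ± 6.28 CPM (log2 change 1.07, SE 0.26, adjusted p 0.0243), lost its call without each of the 4 libraries (0.0631 to 0.199) and in 3 other alternatives (0.0693 to 0.1415), and belongs to cells in which leukocyte transcripts were also higher than in CP.

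In macrophage-like cells 2031 of 9674 genes were higher in UUO and 324 lower, and 488 and 537 under quantile normalization, which moved the median of all genes from 0.47 to 0.04. The count of 2355 was 1412 and 1409 without Control replicate 1 or 2, 398 without UUO replicate 1, 1308 without UUO replicate 2, and 4015 and 4007 without IRI replicate 1 or 2. The cluster of cycling cells held 0.565% and 1.80% of the macrophage-like cells in the Control libraries and 91.8% and 55.8% in UUO. Stmn1, a gene of dividing cells, rose from 39.2 ± 2.17 to 992 ± 275 CPM (log2 change 4.32, SE 0.39, adjusted p 7.78e-05) and kept its call in all 20 alternatives, with a value of 2.46 as the lowest. Hist1h2ae, Pclaf, Ube2c and Top2a met the rule as well but are among the 10 leading genes of the cycling cluster. The 5 largest falls were in transcripts of the tubule, Gpx3, Fxyd2, Miox, Slc34a1 and Cltrn (log2 changes −4.77 to −4.20, adjusted p 7.78e-05 to 0.000154), and each kept its call in all 19 alternatives. Gpx3 fell from 4114 ± 2114 to 131 ± 0.892 CPM. A list of 15 proximal tubule markers, of which 14 were tested, had a median log2 change of −2.61 in these cells (camera p 5.93e-24, fry p 0.000241) and of −3.03 in T cell-like, −3.33 in NK cell-like and −3.41 in B cell-like cells.

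In neutrophil-like cells 550 of 8329 genes were higher in UUO and 101 lower in limma, and 101 and 123 under quantile normalization, which moved the median of all genes from 0.70 to −0.02. Without UUO replicate 1 or UUO replicate 2 the count was 0 (1207 and 2002 genes at an unadjusted p under 0.05), and without Control replicate 1 or 2 it was 1648 and 1628. Without SO replicate 1 or 2 it was 26 and 22. Of the 550 higher genes, 475 had no UMI in the Control cells and 539 had at most 3. In simulated data for these cells 78.6% of calls were false, and 26 genes on average were called with no change present, so these counts are not a measure of what changed. Among the genes with the largest rises, Mef2a was at least 4.78-fold higher in UUO, Otulinl at least 3.72-fold, Cmtm7 at least 3.56-fold and Scimp at least 3.35-fold. The largest falls were in Klk1 (log2 change −4.63), Slc34a1 (−4.41), Miox (−4.31) and Gpx3 (−4.17), and in Spp2, which was at least 110.5-fold lower. The limma adjusted p of these 9 genes ran from 0.00411 to 0.0253, and all 9 calls were lost without UUO replicate 1 and without UUO replicate 2, for example for Klk1 with an adjusted p of 0.292 and 0.1085. Without SO replicate 1 or 2, Miox, Otulinl and Scimp lost theirs too (0.0577 to 0.0618), and Klk1 without SO replicate 2 (0.0510).

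Over the other 4 models and the same 3 types, 11089 calls were made against Control, from 24 in proximal tubule-like cells of IRI to 3993 in macrophage-like cells of FA. The total was 6289 without SO replicate 1, 6680 without SO replicate 2, 7070 without FA replicate 2 and 17212 without IRI replicate 1. Genes changed the same way in all 5 models were counted next, to find what the injuries have in common. In proximal tubule-like cells there were 0 by limma, and at an unadjusted p under 0.05 in every model 134 were higher and 32 lower. In macrophage-like cells 48 were higher and 46 lower, and in neutrophil-like cells 8 and 0. The macrophage-like set rested on single libraries. It was lost without Control replicate 2, and most of it was lost without either CP library. The total over the 3 types does not show this, since neutrophil-like calls make up most of it without either Control library. Quantile normalization turned the balance, with 35 higher and 92 lower at an unadjusted p in proximal tubule-like cells, and by limma 0 and 2 there, 10 and 132 in macrophage-like and 19 and 35 in neutrophil-like cells. The 5 comparisons share the Control libraries, so simulated groups without a change were compared in the same way. They gave no such gene in proximal tubule-like or macrophage-like cells and up to 57 in neutrophil-like cells, so the 8 of the last type are within chance. At an unadjusted p the simulated groups gave means of 6.4, 28.35 and 660 genes, with up to 855 in a run in neutrophil-like cells. The observed counts at that step were 134 higher and 32 lower in proximal tubule-like cells, 926 and 164 in macrophage-like cells and 643 and 111 in neutrophil-like cells. The total of 102 over the 3 types was moved by every library left out, from 7 without CP replicate 2 to 692 without IRI replicate 1.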

Values the study reported

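For control kidneys, the study reported 8481 cells and 768 genes per cell at the median. It reported 20917 cells with a median of 1602 genes at 2 days of obstruction, and 15235 cells with a median of 1261 genes at 10 days. Clustering in the study gave 11 and 13 cell clusters.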

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

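Chosen only after the results were seen were the test with at least 4 of 5 podocyte markers, the sex of the library as a term, the non-cycling cluster alone, and the adjustment over all 160 share comparisons between models. A rule that each of 4 differences must have a p under 0.05 was added to the test with immune cells as denominator after its values were seen.

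Effects of the models on cell type shares were compared with each other directly by limma, because Control lies in another table and the models do not. Of 160 comparisons (16 types, 10 pairs of models), 18 had an adjusted p under 0.05 within their pair and 9 when adjusted over all 160. The 9 concern T cell-like, podocyte-like and myofibroblast-like or pericyte-like cells. The other 9 of the 18 were UUO against IRI for intercalated cell-like (logit difference −2.30) and myofibroblast-like or pericyte-like cells (3.67), UUO against SO for endothelial-like cells (−2.49), CP against FA for dendritic cell-like (−1.99), monocyte-like (−3.17) and myofibroblast-like or pericyte-like cells (3.00), FA against IRI for podocyte-like cells (−3.75), and IRI against SO for macrophage-like (−2.55) and podocyte-like cells (3.69).

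The share of T cell-like cells differed between models, by a logit difference of 2.681 for UUO against CP, 2.677 for UUO against IRI, −2.432 for CP against FA and 2.428 for FA against IRI. The group means were 28.8% in UUO, 24.2% in FA, 2.73 ± 0.762% in CP and 2.87 ± 1.42% in IRI. One cluster of 1872 T cell-like cells came mostly (83.5%) from UUO replicate 1. Without it, the difference of UUO from CP was 2.415 (limma p 0.00289), which argues against that cluster as the cause. With sex as a term, the smallest of the 4 differences was 2.513, which argues against the sex of CP replicate 2 and IRI replicate 1. A lower recovery of non-immune cells in UUO and FA could raise every immune share. With immune cells as denominator the differences were 1.64, 1.61, 1.37 and 1.34, with limma p values of 0.0191, 0.0211, 0.0469 and 0.0515. All 4 kept more than 50% of the first values, which was the limit set for this test, and the last p was above 0.05. By the rule added afterwards a lower recovery and a difference in T cells cannot be told apart, since part of the difference went with the denominator. A difference between the injuries stays open as a biological explanation.

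Podocyte-like cells were fewer in FA and SO than in UUO and CP, with logit differences of 4.528 for UUO against FA, 4.476 for UUO against SO, 5.037 for CP against FA and 4.986 for CP against SO. The group means were 1.54 ± 0.207% in UUO and 5.08 ± 6.29% in CP, where one library held 9.53% and the other 0.627%. FA and SO held 6 podocyte-like cells among 30586. Another share of immune cells is argued against, as the smallest of the 4 differences was 4.341 with non-immune cells as denominator. Podocytes of FA and SO under another cluster name, or none, are argued against as well. At least 4 of 5 podocyte markers were held by 1004 of 1119 podocyte-like cells (89.7%) and by 1 cell of FA and SO outside that cluster, where podocytes at the share of UUO would leave 422 such cells. This definition was chosen after 2 others had been run. In the first, with at least 3 of 6 markers, 250 cells of FA and SO outside the cluster were counted, but 240 of them were endothelial-like (7.14% of 3360), and 109 of 1935 endothelial-like cells of the other groups (5.63%) held as many. Podocytes that no longer hold these transcripts, fewer podocytes freed from the tissue, and a loss of podocytes in these injuries were not tested and stay open.

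The share of myofibroblast-like or pericyte-like cells was higher in CP than in IRI, by a logit difference of 4.736 (7.48 ± 2.20% in CP, 0.180 ± 0.254% in IRI). With non-immune cells as denominator the difference was 5.551, which argues against another share of immune cells. The named share leaves out an unnamed cluster led by 4 myofibroblast or pericyte markers. That cluster held 0.792 ± 0.897% of cells in IRI, 0.101 ± 0.115% in CP and 0.209 ± 0.121% in UUO. Naming may thus account for part of the differences of CP and of UUO from IRI, and this was not tested. The amount of tissue dissociated, which the labels do not give, and an effect of the injuries stay open.

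In macrophage-like cells, 3 of the genes compared were higher in CP than in FA by the direct contrast. The log2 differences were 4.699 for Il1b (limma adjusted p 0.00255), 2.059 for Casp4 (0.0137) and 2.211 for Tnf (0.0175). In the non-cycling cluster alone the difference of Il1b was 4.089, and with sex as a term it was 5.074. These values argue against another share of cycling cells and against the sex of CP replicate 2. Another mix of monocyte-like cells and unnamed mixed clusters was not tested for this difference. A stronger response to dissociation in CP is a candidate explanation. The list of 16 immediate early and heat shock genes had a median difference of 3.783 between CP and FA, with 16 of 16 higher (camera p 2.11e-33, fry p 0.00171). An effect of cisplatin or folic acid on macrophages would raise such genes as well and stays open.

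In proximal tubule-like cells, Tgfb1 was higher in UUO than in CP, by a log2 difference of 0.931 (limma adjusted p 0.0484). Free RNA of leukocytes, which made up a larger share of the UUO libraries, may contribute. The leukocyte list had a median difference of 1.469 in the same cells, with 6 of 6 tested genes higher (camera p 2.03e-06, fry p 0.000732). Tgfb1 made by tubule cells in UUO stays open.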

How the results depend on the processing

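Chosen after seeing the data were the settings with sex as a term, the unnamed clusters taken into the type of their leading list, the non-cycling cluster alone, the monocyte-like cells and mixed clusters, equal cell numbers, the mitochondrial and abundant tubule genes left out, and the unthinned Acta2 share. The settings concern 16 results that answer a comparison and 55 single genes or shares. For the former, 197 values under an alternative kept direction and side of the threshold (counts within 1.5 times), 79 moved, 4 reversed and 1 was stronger. For the latter, 761 were the same, 150 weaker, 9 stronger and 12 reversed. Unless a cause is named, the cause was not tested.

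Quantile normalization, which takes out the shift of the median gene, gave 457 genes changed in UUO in proximal tubule-like cells (798 in the report), 1025 in macrophage-like cells (2355) and 224 in neutrophil-like cells (651), 5921 in the other 4 models (11089) and 198 changed the same way in all models (102), most of them lower. Under it Gsdmd (−0.24), Casp1 (−0.51) and Tgfb1 (−0.10) in macrophage-like cells and the median of the macrophage-to-myofibroblast genes (−0.02625) turned negative.

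Low values mattered most in neutrophil-like cells. Their count was 60 with no filter, 2105 with a pseudocount of 1 and 79 with a pseudocount of 50. A pseudocount of 1 also gave 16931 genes in the other models, 963 changed the same way, 1 call for Casp4 and Casp1 (0 in the report), and a median of 0.3456 for the NETs genes with a camera p of 0.0469, against 0.0469 to 0.518 over the alternatives, in the direction of down.

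With only the groups compared in the fit, fewer libraries set the spread. There were 2524 genes in proximal tubule-like cells and 1457 in neutrophil-like cells, 2 calls for Tnf and Il1b (1 in the report) and 1 for Casp4 and Casp1. With every deposited cell, the counts were 517 in proximal tubule-like cells, 445 changed the same way, 2 calls for Tnf and Il1b and 7 UUO shares (4 in the report). A Leiden resolution of 0.5 gave 9 shares in the other models (14 in the report). Casp4 in neutrophil-like cells was 0.04588 with doublets left out. A minimum of 30 cells gave no value for neutrophil-like cells, since Control has fewer.

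The choice of macrophage-like cells changed the calls of Tnf and Il1b to 0 with monocyte-like cells, 0 with monocyte-like cells and mixed clusters, and 2 in the non-cycling cluster alone. Genes changed the same way then numbered 257, 490 and 209. In the non-cycling cluster alone Gsdmd was −0.22 and Vim −0.03584. Equal cell numbers, which leave fewer UMIs, gave 453.5 genes in proximal tubule-like, 803.5 in macrophage-like and 19.5 in neutrophil-like cells, 3844.5 in the other models and 34 changed the same way (medians of 20 draws), 0 calls for Tnf and Il1b, a NETs median of −0.03359 and Casp4 in neutrophil-like cells at 0.24. Leaving out mitochondrial and abundant tubule genes gave 398 genes in neutrophil-like cells and −0.05177 for Casp1 in macrophage-like cells. Without thinning, the Acta2 share in UUO was 8.51%, as deeper cells hold more UMIs of any gene.

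For shares, immune cells as denominator gave 2 UUO types and 6 in the other models, and −1.91 for macrophage-like cells. Non-immune cells as denominator gave 8 in the other models. With sex as a term there were 8 UUO types and 22 in the other models. With unnamed clusters taken into the type of their leading list the counts were 4 and 13, and the T cell-like difference was 2.73 (3.56 in the report), as 1 such cluster holds more Control cells than the named T cell-like clusters.

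Replicate numbers are the same in all groups but were not taken to pair the samples. In proximal tubule-like cells, the correlation between the replicate differences of 2 groups ran from −0.299 to 0.311 over 15 pairs of groups (median 0.048). With the replicate number as a block, 59 genes changed the same way in all models (102 in the report), 917 in proximal tubule-like, 2136 in macrophage-like and 465 in neutrophil-like cells in UUO, and 10318 in the other models.

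Leaving out 1 library of the compared groups gave these lowest and highest values. Gsdmd had log2 changes of 0.65 to 1.24 in neutrophil-like and 0.19 to 0.36 in macrophage-like cells. Calls ran from 0 to 1 for Tnf and Il1b and stayed 0 for Casp4 and Casp1, and for Gsdmd in the other models. The medians were 0.0017 to 0.44 for the NETs genes and 0.34 to 0.61 for the macrophage-to-myofibroblast genes. Changed genes numbered 99 to 215 in proximal tubule-like, 398 to 1412 in macrophage-like and 0 to 1648 in neutrophil-like cells (0 without UUO replicate 1 or 2), 6289 to 17212 in the other models, and 7 to 692 the same way in all models. Types with a changed share numbered 1 to 6 in UUO and 2 to 22 in the other models. The Acta2 share ran from 0% to 0.568% in Control and from 1.35% to 3.77% in UUO. Casp1 in macrophage-like cells ran from −0.18 to 0.20 and was −0.16 without Control replicate 1, Casp4 in neutrophil-like cells from −0.26 to 0.21 and was 0.09 without Control replicate 1, and Tgfb1 in neutrophil-like cells from −0.76 to 1.96. With 1 library left in a group, that library was assumed to vary like the others.

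The T cell-like share, Adamts1 and Acaa2 in proximal tubule-like cells, and Stmn1 in macrophage-like cells kept direction and call in every alternative run for them (12, 17, 17 and 20). Of the 3 types in which genes were tested, depth limits neutrophil-like cells most, where Control holds 53600 UMIs.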

Other observations

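Chosen only after the results were seen were the tests with equal cell numbers, with mitochondrial and tubule genes left out, of the level of S100a9 and of the Y-linked genes, and the non-cycling cluster alone.

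Transcripts of proximal tubule were lower in UUO than in Control in macrophage-like cells. Doublets are argued against, because 96.8% of Control macrophage-like cells held a UMI of the marker list, with 93.0% to 97.4% in Control neutrophil-like, T cell-like, NK cell-like and B cell-like cells. Free RNA of proximal tubule cells in the Control libraries may be the source. The markers fell alike in the lymphoid types, with the highest of their medians at −3.033 in T cell-like cells. In UUO, 63.9% of macrophage-like and 9.58% to 18.5% of the other cells held such a UMI. Falls of tubule genes in immune cells are thus read as background, and uptake of tubule RNA by macrophages stays open.

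Il1b was lower in UUO than in Control in macrophage-like cells. A larger share of cycling cells in UUO is argued against by the change of −2.603 in the non-cycling cluster alone. That cluster leaves out monocyte-like cells and the unnamed mixed clusters. With those added the change was −1.758 (limma adjusted p 0.308), so another mix of those cells stays open. Neutrophils or their RNA among the Control cells would bring S100a9 with Il1b. S100a9 stood at 31.42 ± 44.4 CPM in Control macrophage-like cells, where 21550 would be needed from its level of 53470 in Control neutrophil-like cells, and the list of S100a8, S100a9 and Retnlg had a median change of −0.2001 (camera p 0.282, fry p 0.878). Both argue against that source. A stronger response to dissociation in Control is consistent with the median change of −1.543 of the immediate early and heat shock list, with 15 of 16 genes lower (camera p 9.99e-14). With fry the p was 0.0757, so this rests on the preset correlation of camera. The list had medians of −0.65 in T cell-like, −0.45 in NK cell-like, −0.73 in endothelial-like, 0.73 in B cell-like and 0.91 in neutrophil-like cells. Less Il1b in macrophages of the obstructed kidney stays open as well, and so does the table, which holds Control alone. The leukocyte list in macrophage-like cells had a median of 0.64 (camera p 0.510, fry p 0.00171).

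More genes were higher than lower in UUO in neutrophil-like cells. Sampling noise of the 34 Control cells could produce calls, with a mean of 26 in simulated groups without a change and up to 195 in a run. This is below 651, but the simulated calls rest on an assumed spread, so noise and a change cannot be told apart. Fewer Control cells may account for part of the median change of 0.70 of all genes, as simulated groups without a change gave a median shift of 0.3565. With equal cell numbers the median was 0.03057. At 15 cells per library few UMIs are left in either group, which by itself draws the median towards 0, so that value cannot decide. In macrophage-like cells the median of 0.47 was 0.4644 with equal cell numbers and 0.4118 with the mitochondrial and tubule genes left out, which argue against cell number and against those transcripts as the whole cause. In the non-cycling cluster alone it was 0.40, so the larger share of cycling cells in UUO is not the whole cause either.

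CP replicate 2 and IRI replicate 1 held Xist at 1820 and 2127 CPM. They held 0 UMIs of Y-linked genes, which allows up to 0.122 and 0.183 CPM. The other 10 libraries held Y-linked genes at 121.5 to 213.2 CPM and Xist at no more than 0.519. The 0 Y-linked UMIs argue against a mixture with male animals or their free RNA. Female animals in these 2 libraries and libraries under a wrong label cannot be told apart, since both would give 2 libraries without Y-linked UMIs and the labels call all animals male. No biological explanation was tested. The comparisons of CP and IRI with Control thus differ in sex for one library each, as measured.

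The median of genes per cell in the deposited Control cells was 1264. That is higher than the value quoted from the study above.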
